A study of Mus musculus with 10 samples.

How the data were processed

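The data are peak lists from CUT&RUN, an assay in which an antibody brings a nuclease fused to protein A/G to its target in permeabilised cells, so that DNA near the target is released and sequenced. The target was the transcription factor OTX2 carrying an HA epitope in a tagged mouse line, and an anti-HA antibody or a control IgG was used. Per the labels, 10 samples of 500000 cells each were made: 2 HA and 3 IgG samples of tagged epiblast stem cells (EpiSCs), 2 HA samples and 1 IgG sample of tagged definitive endoderm (DE), and 1 HA sample and 1 IgG sample of DE from the untagged parental line. Per the labels, EpiSCs were kept in 20 ng/ml Activin A, 12.5 ng/ml FGF2 and 175 nM NVP. DE was made from EpiSCs with 40 ng/ml Activin A and 3 µM CHIR for 16 h, then 100 ng/ml Activin A and 100 nM LDN for 24 h, and live DE cells were sorted.

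The authors deposited 1 HA peak list per cell state, tied by the sample labels to both HA replicates of that state. The EpiSC replicate 2 label also names the DE list, and the label of the tagged DE IgG sample names the DE HA files. Both were read as slips, and the DE list was taken as that of the DE HA samples. Per the file names, peaks were merged over 50 bp. These lists give chromosome, start and end only, with no score, height or depth. The peak caller, its threshold and its control are not stated for them. How the replicates were combined into 1 list is not stated. The lists have no replicate spread, and all tests compare the lists, not the conditions. A table per state holds the same intervals as the merged list in the same order (42711 of 42711 in DE and 6319 of 6319 in EpiSC), with the name of the nearest gene and marks for genes named down or up. The contrast behind those marks is not stated, and the rank named in their headings is not explained. IgG lists were deposited per replicate for the EpiSC samples. The parental HA list is in the narrowPeak format of MACS, on the mouse build mm10, from trimmed reads without duplicates and fragments of 20 to 120 bp, per the file name and the peak names. Its columns hold the authors' score, a fold enrichment (a ratio over the caller's background) and the −log10 p-value and −log10 q-value of each peak, as deposited by the authors. IgG lists of DE cells and signal tracks were not used here. Read depth is unknown from the files used, so no depth correction was possible.

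The build of the HA and IgG lists is not stated. Of the 14 parental peaks on mm10, 10 overlapped an IgG peak, against none on average over 1000 random shifts, so positions were read as mm10. The gene table was NCBI RefSeq for GRCm38.p6, the assembly behind mm10, with 49976 genes that have a position, 21896 of them protein-coding. The planned annotation measure was distance to a transcript start. The gene table gives no strand, so distance to the closer end of a gene was used in its place, which counts the 3′ ends of genes as well. No genome sequence was used here, so the planned motif comparisons were not run.

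Peaks were called shared when they overlapped a peak of the other state by at least 1 bp, and DE-only or EpiSC-only otherwise. Chance overlap came from 1000 seeded circular shifts of the peaks within each chromosome, tested one-sided, where 0.001 is the smallest p-value the shifts can give. Peak strength was measured as peak width because the HA lists hold no score. Medians of width were compared with a two-sided permutation test of the shared label over peaks (100000 resamples, smallest possible p-value 1e-05). Shares were compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment where several were tested. Confidence intervals are 95% Wilson intervals, or exact Clopper-Pearson intervals for the parental peaks and the tRNA genes. They cover counting error only, and neighbouring peaks are not independent. For a share of 0, the limit is 3 counts of the total.

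Gene lists for endoderm and epiblast, 24 names each, were written from general knowledge before the data were examined, as were the tests of the report and most alternatives. A gene counted when a peak centre lay within 50 kb of either end, and the count was placed among 10000 random lists of protein-coding genes matched in deciles of territory (gene length plus 50% of the gaps to its neighbours). The name Oct6 was not in the gene table and was left out; its usual symbol Pou3f1 was already on the list. The rule for the genes named, also set beforehand, was as follows: Otx2; the 5 widest peaks of each HA list, with the nearest gene; the 5 genes with the most DE-only or EpiSC-only peaks assigned within 50 kb, ties in alphabetical order; up to 5 genes of each preset list with the most HA peaks within 50 kb; and the parental peaks by position if few. The nearest gene was taken by gene end, and for the counts of DE-only and EpiSC-only peaks per gene from the authors' deposited table. The plan had the IgG lists as 3 replicates; replicates 2 and 3 were counted as 1 sample because of the intervals they have in common. Within deciles of gene density (protein-coding genes within 500 kb of a peak), chromosome shares were compared with an exact conditional test, in which the state labels are permuted within deciles, two-sided.

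Alternatives tried were other definitions of overlap (50% of the shorter peak, or centres within 500 bp), the wider 50% of each list, equal numbers of peaks, removal of background peaks, standard chromosomes only, other distances to genes, protein-coding genes only, unmatched random lists, and leaving out each IgG replicate. The overlap code and the shift test were tested on simulated data: 200 of 200 planted overlaps were recovered, and 2 of 40 unrelated peak sets gave a p-value under 0.05. The planted peaks were copies of DE peaks and the unrelated sets were shifted EpiSC peaks, so this checks the code only. Whether shifts are a fair chance level for real peaks was not tested. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and bedtools 2.31.1. Coordinates are 1-based.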

Results

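OTX2 is a homeodomain transcription factor. To map where it binds before and after endoderm formation, HA-tagged OTX2 was profiled by CUT&RUN in EpiSCs, a cell culture model of the epiblast, and in definitive endoderm (DE) derived from them. Of the 10 samples, 5 were tagged EpiSCs (2 HA, 3 IgG), 3 were tagged DE (2 HA, 1 IgG) and 2 were DE of the untagged parental line (1 HA, 1 IgG). The authors deposited 1 HA peak list per state, and how the replicates were combined is not stated. None of the HA values below therefore has a replicate spread. Peak lists were the measurement, and read depth was unknown.

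The DE list held 42711 HA peaks covering 7.09 Mb, and the EpiSC list held 6319 peaks covering 1.08 Mb. The DE list thus had 6.76 times as many peaks. Median peak width was similar, at 138 bp in DE (interquartile range 93 to 209 bp) and 141 bp in EpiSC (102 to 203.5 bp). The narrowest peak was 62 bp in DE and 78 bp in EpiSC, and 5819 DE peaks (13.6%) were narrower than any EpiSC peak. Restricting both lists to at least 78 bp, an alternative chosen after seeing the data, moved the ratio most, to 5.84. With 1 list per state, no test of the difference in peak number was possible.

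Whether OTX2 kept its EpiSC sites in DE was addressed by overlap. Of the 6319 EpiSC peaks, 4980 overlapped a DE peak by at least 1 bp (78.8%, 95% Wilson interval 77.8 to 79.8%). Randomly shifted EpiSC peaks overlapped a DE peak in 0.661% of cases, a mean of 41.8 peaks, and at most 66 peaks in 1000 shifts (one-sided permutation p = 0.001, the smallest the shifts can give). The shifts ignore where peaks of any kind gather, such as gene ends. The excess alone therefore does not show that OTX2 kept its sites. The remaining 1339 EpiSC peaks (21.2%) had no DE counterpart. In the other direction, 4992 of 42711 DE peaks overlapped an EpiSC peak (11.7%, 11.39 to 11.996%), leaving 37719 DE-only peaks (88.3%). Since 6319 EpiSC peaks can overlap only a small part of 42711 DE peaks, a large DE-only share follows from the list lengths. The alternative that moved the overlap most was a DE list limited to its 6319 widest peaks, with which 30.7% of EpiSC peaks were shared, against 0.133% for shifted peaks.

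**Figure D1:**
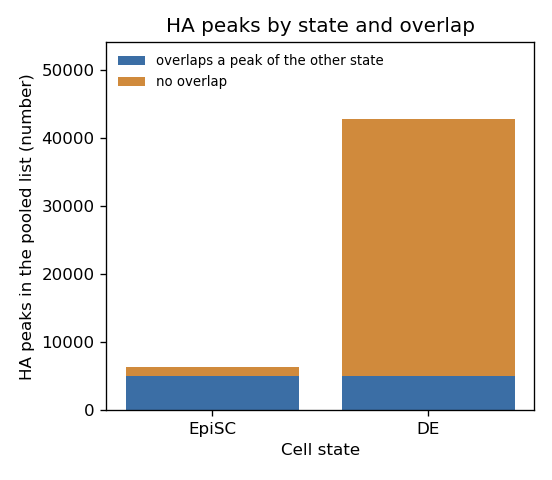
Number of HA peaks in the list of each cell state (y axis). Bars are divided into peaks that overlap a peak of the other state (blue) and peaks that do not (orange). The shared part is similar in height in both bars, with 4980 EpiSC and 4992 DE peaks, and the DE-only part holds 37719 peaks.

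The shared fraction varied with position and width. Within 1 kb of a gene end, 88.5% of 2571 EpiSC peaks were shared (87.2 to 89.7%), compared with 72.1% of the 3748 peaks farther away (70.7 to 73.6%). The corresponding shares of DE peaks were 25.1% of 9101 (24.19 to 25.98%) and 8.06% of 33610 (7.78 to 8.36%). When DE peaks were divided into 5 groups of similar size by width, the shared share rose from 2.47% in the narrowest group (62 to 86 bp) to 27.9% in the widest (232 to 1121 bp).

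Background was assessed in the IgG controls of tagged EpiSCs. Replicates 1, 2 and 3 gave 202, 149 and 200 IgG peaks. The first 149 intervals of the replicate 3 list were identical to the whole replicate 2 list, so those replicates were not independent and their mean was counted as 1 sample, which gave 188 ± 19.4 peaks (SD, n = 2). Of replicate 1 peaks, 63.4% overlapped a replicate 2 peak, and 85.2% of replicate 2 peaks overlapped a replicate 1 peak. In the EpiSC HA list 50 peaks overlapped an IgG peak (0.791%, 0.601 to 1.04%), against 8.08 ± 1.28 (SD over shifts) in 1000 random shifts (one-sided permutation p = 0.001, the smallest possible). In the DE HA list 35 peaks did so (0.0819%, 0.0589 to 0.114%), against 9.44 ± 2.48 in the shifts (permutation p = 0.001). Both overlaps therefore exceeded chance while involving under 1% of either list. IgG lists of 149 to 202 peaks could not overlap much of an HA list, above all in DE. The control used in calling the HA peaks is not stated. The low shares therefore do not measure how much background the HA lists hold. Outside the mitochondrial chromosome the numbers were 41 and 21. Leaving out replicate 2 or 3 singly tests little, as replicate 3 contains the replicate 2 list. With replicates 2 and 3 left out together, an alternative chosen after seeing the data, 50 EpiSC and 35 DE peaks overlapped a replicate 1 peak, whereas without replicate 1 the numbers were 34 and 19. The DE list was compared with IgG from EpiSCs, as IgG lists of DE cells were not used here.

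The parental line carries no HA tag, and its anti-HA list shows what the antibody gave without its epitope in DE. It held 14 peaks from 1 library, against 42711 in tagged DE. None of the 14 overlapped a tagged DE HA peak (0%, exact 95% interval up to 23.2%; 3 counts of 14 would be 21.4%). In random shifts the mean number of overlaps was 0.057, so a lack of overlap cannot be told from chance placement. An IgG peak was overlapped by 10 of the 14 (71.4%, exact interval 41.9 to 91.6%; none on average in shifts, permutation p = 0.001), and an EpiSC HA peak by 2. Parental peaks thus recurred in the IgG and EpiSC HA lists but not in the longer DE list, and the cause was not tested. Among the 7 parental peaks with the highest score, 7 overlapped an IgG peak.

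By position on mm10, the parental peaks lay on chromosome 2 at 7080449 to 7080528, 79306948 to 79307029 and 98665061 to 98665161; on chromosome 6 at 42804653 to 42804756; on chromosome 9 at 3015308 to 3015415 and 75690790 to 75690871; and on chromosome 11 at 51045667 to 51045762. Others lay on chromosome 14 at 19417260 to 19417345, on chromosome 15 at 21987699 to 21987794 and on chromosome 16 at 66896746 to 66896825. The last 4 were on chromosome Y, at 6069402 to 6069488, 8954873 to 8954959, 15046611 to 15046696 and 40162502 to 40162599. The peak on chromosome 15 had the highest fold enrichment, 18.6, and the highest −log10 q-value, 51.4, both the authors' values for that peak. The EpiSC HA list overlapped those at 98665061 on chromosome 2 and 19417260 on chromosome 14, whose fold enrichments were 1.44 and 1.36.

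Shared peaks were wider than unshared ones in both states. In DE the median width was 224 bp for 4992 shared peaks (interquartile range 156 to 309 bp) and 129 bp for 37719 DE-only peaks (90 to 193 bp), a difference of 95 bp (two-sided permutation p = 1e-05, the smallest the resamples can give). In EpiSC it was 147 bp for 4980 shared peaks (106 to 212 bp) and 125 bp for 1339 EpiSC-only peaks (93 to 174.5 bp), a difference of 22 bp (permutation p = 1e-05). Both differences moved most when the DE list was limited to as many of its widest peaks as the EpiSC list has, to 21 bp in DE, an alternative that selects on width and was chosen for DE after seeing the data, and to 71 bp in EpiSC.

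**Figure D2:**
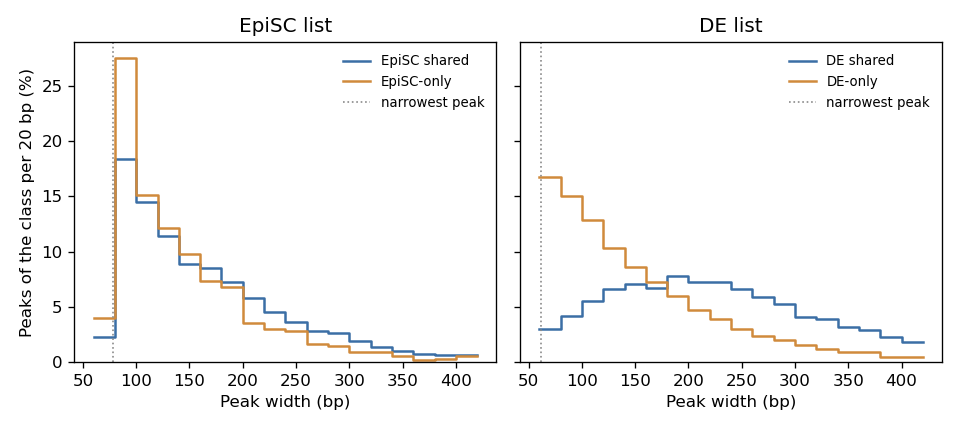
Distribution of peak width in the EpiSC list (left) and the DE list (right) as the percentage of peaks of each class per 20 bp bin (y axis) against width in bp (x axis; wider peaks are not shown). Blue lines are shared and orange lines unshared peaks, dotted lines mark the narrowest peak of each list (78 and 62 bp), and the 2 classes lie farther apart in DE (medians 224 and 129 bp) than in EpiSC (147 and 125 bp).

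Position relative to genes was compared between DE-only and EpiSC-only peaks. The centre lay within 1 kb of a gene end in 18.1% of DE-only peaks (6819 of 37719, 17.7 to 18.5%) and in 22.0% of EpiSC-only peaks (295 of 1339, 19.9 to 24.3%), a difference of -3.95 percentage points (Fisher's exact test, two-sided p = 0.000311). Of shared peaks, 45.7% lay near a gene end whether counted in the DE list (44.3 to 47.1%) or in the EpiSC list (44.3 to 47.1%). DE peaks shifted at random 100 times did so in 6.42% of cases (range 6.01 to 6.83%), so all 4 classes were above this level. The difference between the states depended on which genes were counted. With protein-coding genes alone the shares were 13.6% of DE-only and 11.6% of EpiSC-only peaks, a difference of 2.02 points in the opposite direction (Fisher's exact p = 0.0344), while those of shared peaks were 40.5% in DE and 40.6% in EpiSC. Inside the body of a gene lay 56.4% of DE-only peaks (55.9 to 56.9%), 49.3% of shared DE peaks (47.9 to 50.7%) and 48.5% of EpiSC-only peaks (45.9 to 51.2%), against 48.6% of shifted DE peaks (47.5 to 49.8% over 100 shifts).

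**Figure D3:**
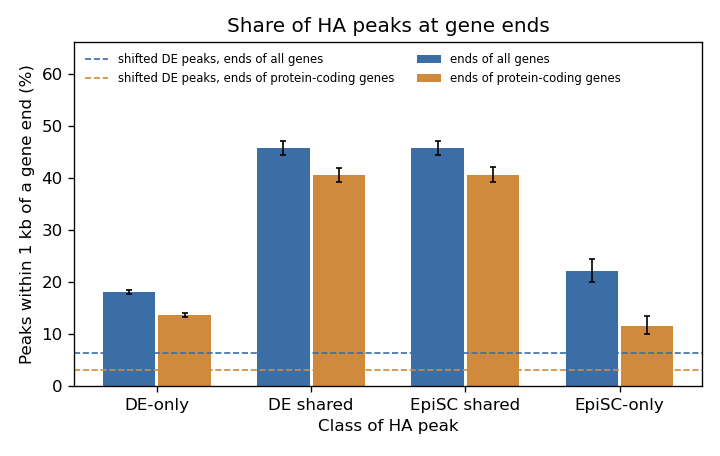
Percentage of HA peaks with their centre within 1 kb of a gene end (y axis) for the 4 classes of peak (x axis), counting all genes (blue) or protein-coding genes (orange). Error bars are 95% Wilson intervals and dashed lines the mean of 100 random shifts of the DE peaks (6.42% and 3.15%); both shared classes reach 45.7%, and the order of DE-only and EpiSC-only differs between blue and orange.

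The peaks were unevenly spread over chromosomes between the lists. Of 22 chromosomes tested, 11 differed in their share of peaks after Benjamini-Hochberg adjustment of Fisher's exact p-values: 5 held a larger share of the EpiSC list and 6 a smaller one. Among chromosomes with more than 100 EpiSC peaks, the highest ratio was on chromosome 7, with 552 EpiSC peaks (8.74%) and 2627 DE peaks (6.15%), a ratio of 1.42 (Fisher's exact p = 6.87e-14, adjusted 1.51e-12). The lowest was on chromosome 16, with 2.37% of EpiSC and 3.37% of DE peaks, a ratio of 0.705 (Fisher's exact p = 1.94e-05, adjusted 0.000213). Chromosomes Y and M also differed, with 6 and 11 EpiSC peaks against 3 and 14 DE peaks. On chromosome M, 9 of the 11 EpiSC peaks and all 14 DE peaks overlapped an IgG or parental peak. Among peaks farther than 1 kb from a gene end, an alternative chosen after seeing the data, 3 chromosomes differed, with a ratio of 1.36 for chromosome 7.

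**Figure D4:**
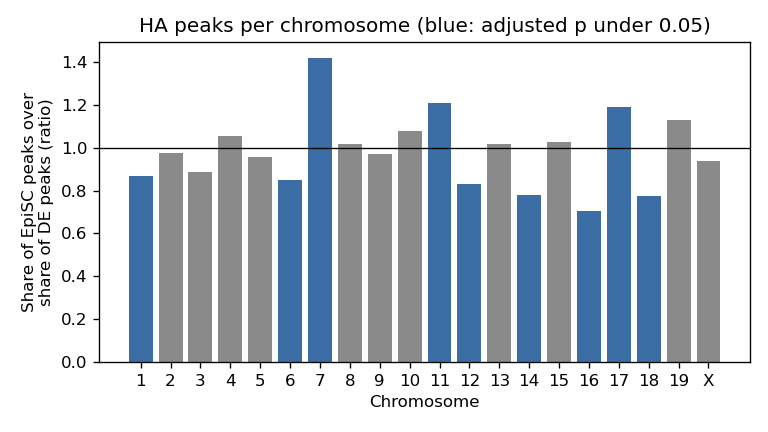
Share of EpiSC HA peaks on each chromosome divided by the share of DE HA peaks (y axis, ratio) for chromosomes 1 to 19 and X (x axis). Blue bars have an adjusted Fisher's exact p under 0.05 and grey bars do not; chromosome 7 is highest at 1.42 and chromosome 16 lowest at 0.705.

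At Otx2 itself, on chromosome 14 from 48656781 to 48667644 (10864 bp, protein-coding), 10 DE peaks and no EpiSC peak lay within 100 kb. Of these, 2 were inside the gene, at 48662942 to 48663196 (255 bp) and 48663377 to 48663518 (142 bp). The other 8 were outside it: 1 at 48629468 to 48629603, 27245 bp to the left of the gene, and 7 on the right between 48700872 and 48709966, from 33436 to 42286 bp from the gene. The 7 on the right lay within the long non-coding RNA gene Otx2os1 (48669288 to 48793348). All 10 were DE-only.

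**Figure D5:**
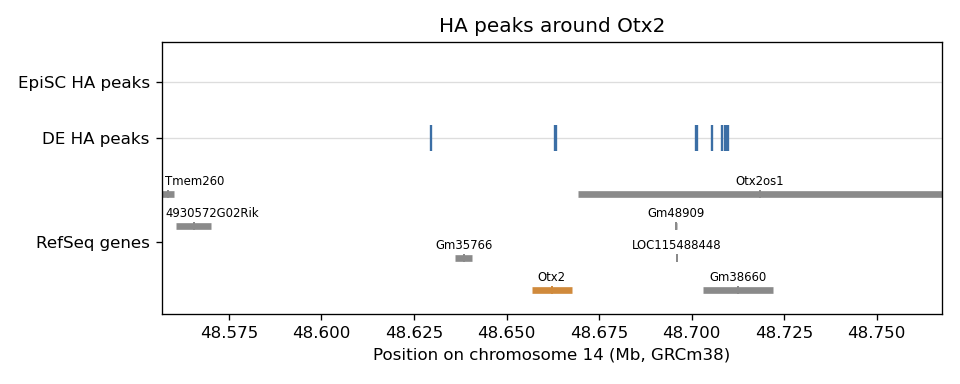
Map of chromosome 14 around Otx2 (x axis, position in Mb on GRCm38) with the HA peaks of each state as vertical marks at their centres and RefSeq genes as bars (Otx2 in orange). All 10 marks, some of which touch at this scale, are DE peaks, 2 of them within Otx2 and 7 within Otx2os1, and the EpiSC line is empty.

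The widest DE peak, 1121 bp on chromosome 2 from 124639006 to 124640126, lay within Sema6d, which is also its nearest gene in the authors' deposited table. The next were 976 bp on chromosome 11 (57983743 to 57984718, within Larp1), 976 bp on chromosome 8 (34804317 to 34805292, in no annotated gene and 2805 bp from the end of Dusp4), 890 bp on chromosome 5 (114296748 to 114297637, within Myo1h) and 880 bp on chromosome 17 (39847443 to 39848322, within the ribosomal RNA pseudogene Rn18s-rs5). Of these 5, the peaks on chromosomes 11, 5 and 17 were shared with EpiSC, and the peak on chromosome 17 overlapped an IgG peak. All 5 of the widest EpiSC peaks overlapped an IgG peak. They were 3098 and 2622 bp wide on chromosome 17 (39842998 to 39846095, 1807 bp from Rn18s-rs5, and 39846208 to 39848829, within it) and 2857, 2536 and 1677 bp wide on chromosome M (12826 to 15682, 2235 to 4770 and 10994 to 12670).

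Among DE-only peaks, the genes named most often as nearest in the authors' deposited table, within 50 kb, were Aff1 (chromosome 5, 103692362 to 103855322) with 27 peaks, Rarb with 25, Gse1 with 23, and Dab1 and Robo1 with 22 each. These are long genes, from 162961 bp for Aff1 to 1125345 bp for Dab1. In the authors' deposited table the whole EpiSC list had 1 peak at Aff1, 6 at Gse1, 1 at Robo1 and none at Rarb or Dab1. Among EpiSC-only peaks the counts in the authors' deposited table were lower, with 5 peaks at the pseudogene Gm5466, 4 at Anks1b and 3 each at A830018L16Rik, Abt1 and C77080.

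Preset lists of endoderm and epiblast genes were compared with random lists of genes of similar territory. All 24 endoderm genes had a DE peak within 50 kb, against a mean of 19.2 in random lists (percentile 99.7), and 12 had an EpiSC peak, against 8.22 (percentile 94.2). Of the 23 epiblast genes, all 23 had a DE peak, against 18.7 (percentile 99.6), and 17 had an EpiSC peak, against 8.54 (percentile 99.97). With as many DE peaks as EpiSC peaks, the widest ones, 21 endoderm genes and 18 epiblast genes had a DE peak, against 7.71 and 7.44 in random lists. The widest distance tried, 100 kb, moved the percentile of the endoderm list in EpiSC most, to 78.3.

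Of the endoderm genes, Cyp26a1 (chromosome 19, 37697738 to 37701536) had 13 DE peaks and 1 EpiSC peak within 50 kb, and Eomes (chromosome 9, 118478186 to 118486132) had 9 and 5. Foxa2 (chromosome 2, 148042877 to 148046969) and Hesx1 (chromosome 14, 26994419 to 27002329) each had 11 DE and 2 EpiSC peaks, and Lefty1 (chromosome 1, 180935022 to 180938401) had 10 and 3. Of the epiblast genes, Lefty2 (chromosome 1, 180893108 to 180899107) had 16 DE and 7 EpiSC peaks, and Sall4 (chromosome 2, 168748332 to 168767201) had 9 and 6. Esrrb (chromosome 12, 86361117 to 86521628) had 13 DE peaks and no EpiSC peak, Fgf8 (chromosome 19, 45736491 to 45742941) had 11 and 2, and Nanog (chromosome 6, 122707489 to 122714633) had 8 and 5. The windows of Lefty1 and Lefty2 overlap, so some peaks were counted for both.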

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

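Of the tests on these 2 differences, the one with protein-coding genes only was chosen after the result was seen, and the one with an equal minimum width after the widths in both lists had been seen. The one with equal numbers of peaks was planned for the EpiSC width difference only and was added for DE.

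The difference in width between shared and unshared peaks was larger in DE (95 bp) than in EpiSC (22 bp), by 73 bp. Permuting the cell state within the shared and within the unshared peaks gave no difference as large (two-sided permutation p = 1e-05, the smallest the resamples can give). Many shared peaks stand for the same locus in both lists, so they are not independent. The lists have different minimum widths, which could spread the DE widths. With peaks of at least 78 bp in both lists the DE difference was 83 bp and the EpiSC difference 23 bp, and 60 bp remained between them, which argues against the minimum width as the whole cause. A second candidate explanation is that the longer DE list reaches weaker sites. With the DE list limited to its 6319 widest peaks, the DE difference fell to 21 bp and the EpiSC difference rose to 71 bp, a difference of -50 bp between them. That choice selects on width itself and so narrows the DE range by construction, so a deeper list and a difference between the cell states cannot be told apart here. Read depth, which the lists do not give, was not tested and stays open, as does a difference in binding between EpiSCs and DE.

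The share of peaks near a gene end rose from unshared to shared peaks by 27.6 points in DE and by 23.7 points in EpiSC, a difference of 3.96 points (two-sided permutation of the cell state, p = 0.00663). Without peaks that overlap an IgG or parental peak the difference was 3.84 points (permutation p = 0.00925), but this leaves out 50 EpiSC and 35 DE peaks, too few to test whether background could be the cause. With the ends of protein-coding genes only, the rises were 26.9 and 29.0 points, and the difference of -2.16 points was not past the threshold (permutation p = 0.114). The pattern is therefore consistent with an effect of non-coding genes at EpiSC-only peaks, which is a hypothesis found on the same data. A difference between the cell states at those genes stays open and was not tested apart from it.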

How the results depend on the processing

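No paired analysis was possible because the authors deposited only 1 HA list per state. For the same reason no HA replicate could be left out. The motif comparisons with their alternatives were not run, as no genome sequence was used here, and the alternatives that needed a peak score were not run on the HA lists. The unmerged tables hold the same intervals as the merged lists, so their 14 values are equal by construction and say nothing about stability. Leaving out peaks that overlap an IgG or parental peak removes 50 EpiSC and 35 DE peaks, so values unchanged by it say little about stability.

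Across the other 21 alternatives, 110 values were computed. Of these, 98 were counted as kept and 12 as changed, of which 10 moved, 1 passed the threshold and 1 reversed. Kept meant the same direction and side of the threshold or, without a test, a value within its interval or spread. Counts, including those of preset genes, were judged only by staying within 1.5 times. The 98 thus include 2 preset-list counts whose place among random lists crossed 0.05. They also include the values without background peaks and values that an alternative cannot change, so 98 overstates stability. Cutting only the DE list, for example, leaves the EpiSC counts of preset genes as they are. The overlap of EpiSC peaks with DE peaks ranged from 30.7 to 80.1% over 9 alternatives and was above chance in each (permutation p = 0.001, the smallest the shifts can give). Width differences ranged from 21 to 97 bp in DE and from 20 to 71 bp in EpiSC over 5 alternatives each, with both the 21 and the 71 bp from equal numbers of peaks (for DE chosen after seeing the data, and selecting on width), with a permutation p of 1e-05, the smallest possible, in each.

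The share of DE peaks that were shared, 11.7%, became 11.1% with the wider 50% of each list, 30.2% with as many of the widest DE peaks as EpiSC peaks and 12.6% with centres within 500 bp. It became 13.2% with peaks of at least 78 bp and 8.04% among peaks farther than 1 kb from a gene end, both chosen after seeing the data. These moves exceed the counting interval, the only error available. Equal numbers and the minimum width remove narrow DE peaks, and the distance to genes removes gene-proximal ones, both by construction; for the other moves the cause was not tested. The ratio of peak numbers moved from 6.76 to 5.84 with peaks of at least 78 bp, because 5819 narrower DE peaks drop out.

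The difference between DE-only and EpiSC-only peaks near gene ends, -3.95 points, reversed to 2.02 points with protein-coding genes only (Fisher's exact p = 0.0344); the cause was not tested. The other 5 alternatives kept it negative. The lowest value, -25.9 points with equal numbers of peaks, says little about the direction. Cutting the DE list turns shared EpiSC peaks into EpiSC-only ones, and the EpiSC-only share near gene ends went from 22.0 to 38.8%. The number of chromosomes that differ, 11, fell to 6 with the wider 50% of each list and to 3 among peaks farther than 1 kb from a gene end; both have fewer peaks, and no further cause was tested.

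Leaving out each IgG replicate gave from 0.538 to 0.791% of EpiSC peaks and from 0.0445 to 0.0819% of DE peaks overlapping an IgG peak, the lower values without replicate 1. Replicate 1 alone gave 0.791% and 0.0819%, an alternative chosen after seeing the data because replicate 3 contains the replicate 2 list. The mean share of IgG peaks found in another replicate, 81.8%, ranged from 74.3 to 95.8% across those fits. It fell to 56.4% when the rows that replicate 3 has in common with replicate 2 were removed, an alternative chosen after seeing the data. Of the 7 parental peaks with the highest score, 100% overlapped an IgG peak, against 71.4% of all 14; the cause was not tested. The counts of preset genes with a peak stayed within 1.5 times of the reported ones in every alternative run, but the place of 2 of them among random lists crossed 0.05. The one-sided permutation p of the epiblast list in DE went from 0.0091 to 0.0529 within 100 kb, and that of the endoderm list in EpiSC from 0.0805 to 0.0037 within 10 kb; the cause was not tested.

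In the authors' deposited table, genes marked down had 0.528 more DE peaks each than genes marked up (permutation p = 0.0621). With peaks of at least 78 bp the difference was 0.52 and passed the threshold (permutation p = 0.0436), and with protein-coding genes only the permutation p was 0.0752, both chosen after seeing the data. The other 2 alternatives leave this difference as it is, and the cause was not tested.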

Other observations

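The tests on the number of peaks, on the IgG lists, on overlap of EpiSC-only peaks with background, on gene density, on background at chromosome M and on tRNA genes were chosen after the results were seen, and the chromosome test away from gene ends was chosen after other values of the lists had been seen.

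The larger number of DE peaks was weighed against the minimum width and against background. The ratio was 5.84 with equal minimum widths, so these do not account for it. It was 6.81 without peaks that overlap an IgG or parental peak, but these lists hold too few peaks to take out much of either HA list. The control lists were themselves short: 14 anti-HA peaks in parental DE, from 1 library, and 149 to 202 IgG peaks per EpiSC replicate. The tagged DE list held 42711 peaks, so no control list used here showed background on that scale. The depth of the controls is unknown and no IgG list of DE cells was used, so background is not excluded. Deeper sequencing of DE could add peaks, and no value in the lists tests it apart from other causes. Shared peaks, many of them the same locus, had a median width of 224 bp in DE and 147 bp in EpiSC. Without read depth or the calling threshold, this cannot be assigned to depth or to a biological difference between the cell states. Both stay open. Wide peaks overlap more often by chance, but DE peaks hit by shifted EpiSC peaks were on average 13.7 bp wider than the others (range over 100 shifts -8.5 to 72 bp), below the 95 bp observed for shared peaks.

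The 1339 EpiSC-only peaks are unlikely to come mainly from differently placed borders, as 6.27% of them (84) had a DE peak centre within 500 bp. An IgG or parental peak was overlapped by 1.94% of them (26). The background lists hold too few peaks to overlap most of 1339, so this share does not test background as a source. The EpiSC-only share fell with width, from 29.8% in the narrowest of 5 groups of EpiSC peaks (27.4 to 32.4%) to 13.7% in the widest (11.9 to 15.7%). If width stands for strength, weak peaks near the calling threshold may account for a part, but not for those among the widest peaks. The HA lists hold no score, so that condition was not tested.

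EpiSC-only peaks lay at nuclear tRNA genes more often than the other classes. Within 500 bp of 1 of the 408 nuclear tRNA genes lay 40 of 1333 EpiSC-only peaks (3.00%, exact interval 2.15 to 4.06%), 16 of 4975 shared EpiSC peaks (0.322%) and 23 of 37719 DE-only peaks (0.061%). Fisher's exact test gave an adjusted p of 3.18e-42 against DE-only peaks and 2.14e-15 against shared peaks, over 6 tests that included small nucleolar RNA genes, for which no difference was found (adjusted p = 0.913 against DE-only peaks). The 40 peaks lay on 10 chromosomes in 20 windows of 1 Mb, with 15 of them on chromosome 13. Without chromosome 13 the shares were 2.01% of EpiSC-only and 0.0584% of DE-only peaks. Of 367 distinct IgG intervals, 0% lay at these genes (exact upper limit 1.00%, and 3 counts of the total allow 0.817%). Many of these intervals are overlapping peaks of the same site in different lists, so the limit is too narrow. The IgG lists are short and their depth is unknown, so weaker background at these genes is not excluded. Gene density is an unlikely source. Shared peaks lay in regions with more protein-coding genes (median 14 within 500 kb, against 11 for EpiSC-only peaks), and yet only 0.322% of them lay at tRNA genes. A difference between the cell states, reads shared between near-identical tRNA genes, and open chromatin cleaved without OTX2 in the HA samples alone remain as hypotheses and were not tested.

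The chromosomes that differ between the lists may in part reflect gene density. EpiSC peaks had a median of 14 protein-coding genes within 500 kb and DE peaks 9. Within deciles of that number, the odds ratio of chromosome 7 fell from 1.46 to 1.14 (exact conditional p = 0.00892, adjusted 0.0624). The change was less even on other chromosomes: the odds ratio of chromosome 16 went from 0.698 to 0.786 (exact p = 0.00564, adjusted 0.0592), that of chromosome 14 from 0.771 to 0.845 (exact p = 0.0248, adjusted 0.104) and that of chromosome 13, which had not differed, from 1.02 to 1.17 (exact p = 0.0167, adjusted 0.0875). None of the 9 autosomes that differed before stayed past the adjusted threshold, while 4 autosomes had an unadjusted exact p under 0.05. Chromosome Y did stay past it, with an odds ratio of 17.6 within the deciles (exact conditional p = 4.86e-05, adjusted 0.00102) from 6 EpiSC peaks and 3 DE peaks, so gene density does not account for it; chromosome M was left out of this test. Of the 10 chromosomes other than M that differed, 3 still did so in the same direction among peaks farther than 1 kb from gene ends (7, 16 and Y), so gene ends alone do not account for those. All 10 did so without peaks that overlap an IgG or parental peak, but so few peaks were left out that this does not test background. On chromosome M, 9 of 11 EpiSC peaks and all 14 DE peaks overlapped such a peak (92% of 25). With 2 EpiSC peaks and no DE peak left, chromosome M still passed the threshold (Fisher's exact p = 0.0164, adjusted 0.0328). That call rests on 2 peaks, so background and a difference between the cell states cannot be told apart there. Why EpiSC peaks lie in denser regions was not tested, and a difference between the cell states stays open.

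Of the genes nearest to a DE peak in the authors' deposited table, 335 were marked down and 362 up. The genes marked down had 4.38 DE peaks each and those marked up 3.85, by the authors' deposited table, whereas random unmarked genes of the same territory deciles had means of 2.61 and 2.57 (permutation p = 1e-04 for each, the smallest that 10000 lists can give). Territory size therefore does not account for the excess over unmarked genes. How genes were marked is not stated, so it is unknown whether the marks are independent of the peaks. Every gene in the comparison has at least 1 DE peak. All marked names and 79.7% of unmarked names of the authors' deposited table were found in the gene table. Of those found, 98.6% of marked and 71.6% of unmarked genes were protein-coding, and with protein-coding genes only the values from the authors' deposited table were 4.36 and 3.85 against 2.79 and 2.73. Expressed genes could have more peaks for reasons unrelated to OTX2, and expression was not used here, so this stays open. Genes marked down and up in the authors' deposited table did not differ beyond chance in peaks each, with or without matching on territory (permutation p = 0.0848 and 0.0621), so whether territory contributes to that difference cannot be told apart from chance. The share with an EpiSC peak was 34.9% for genes marked down and 32.3% for those marked up in the authors' deposited table (Fisher's exact p = 0.471).

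The replicate 3 IgG list begins with all 149 intervals of replicate 2 in the same order, followed by 51 intervals on chromosomes 9, M, X and Y. It is unlikely that this arose from 2 libraries that agree by chance, since replicates 1 and 2 have 7 identical intervals. Nor is the list as a whole the same library deposited 2 times: of the 51 later intervals 34 overlap a replicate 2 peak, but 3 are identical to one. A file joined from parts of 2 libraries is a candidate explanation that these values do not test, and no biological explanation was tested.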
